A study of Neurospora crassa with 6 samples.

How the data were processed

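Messenger RNA levels were measured by RNA sequencing in 6 libraries of Neurospora crassa mycelium, 3 from a cac-1 knockout and 3 from a cac-1 suz-12 double knockout. Per the labels' protocols, cultures grew overnight in Vogel's minimal medium with 1.5% sucrose, RNA was taken from ground mycelium with TRIzol, and libraries were made with a directional kit.

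The deposited file is a table of raw counts for 9757 genes, and per the file headers each column of counts comes from one coordinate-sorted alignment file, so that replicates were not pooled. The header has the layout of featureCounts output, but neither it nor the labels name the aligner, the counter, their versions or the genome build. Whether the strand of the directional libraries was used in counting is not stated either. The length in bp that the authors give for each gene equalled the bases covered by its counted intervals for all 9757 genes, with overlapping intervals counted once, and was a multiple of 3 for 98.8% of genes, and the counted spans of all 9723 gene identifiers that matched the RefSeq table of the NC12 assembly lay within the RefSeq gene. Counting therefore appears to have run over coding exons, and reads in untranslated regions were not counted. Coordinates are those of the deposited table. Linkage groups were assigned by matching its genes to the NC12 table. The table held 36 further columns of counts that matched no sample label and were not used here.

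Columns were assigned to libraries by library name, strain and replicate number. No row lacked a gene identifier. Replicate libraries differed by more than counting noise, with a chi-square per degree of freedom from 24.0 to 109 between replicates of a strain, so each was counted as a separate sample. Total counts ran from 7989915 to 28327383 per library. Of the values from 1 to 20 counts, 80.9% were even numbers, so that a count is not taken as 1 fragment. The labels' protocols describe no molecular identifiers, and floors cover counting error only. Intervals of odds ratios are over genes, and the bound on the suz-12 change uses the edgeR standard error.

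The comparison was the double knockout minus the single knockout, fitted with edgeR 4.0.16 in R 4.3.3 on the counts as deposited. Genes were filtered with filterByExpr at its defaults, which kept 9148 genes and removed 609. Libraries were scaled with TMM factors, and a quasi-likelihood model with robust estimation and no replicate block was fitted. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Normalized levels are CPM values, counts scaled by library totals times TMM factors, given as mean ± SD over 3 libraries. The common biological coefficient of variation was 0.174.

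Genes near chromosome ends were those lying wholly within 200 kb of the first base or of the outermost annotated base of 1 of the 7 chromosomes. They were tested as a set with camera in limma 3.58.1 (two-sided, inter-gene correlation 0.01, log2 CPM with a prior count of 2), and their share of calls was tested with Fisher's exact test (two-sided). Clustering was tested by counting adjacent pairs of tested genes that were both called and permuting the calls within each chromosome 10000 times (one-sided). A gene with 3 counts or fewer in every library of a strain was treated as at the floor there, and its fold change was given as a lower bound, computed with the 3 counts set against the shallowest library of that strain. The depth limits low genes most in the first single-knockout library, where 3 counts correspond to 0.351 CPM.

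The genes named were fixed by rule. They were the deleted genes, a list of chromatin genes, the 5 genes with the largest rise and the 5 with the largest fall among called genes with an average log2 CPM of 2 or more and no overlap between the strains, and the 3 further genes with the smallest p-values. The list held 11 loci, to be used only where the files pair a locus with the name. That left 7, and the other 4 were dropped from it. The locus NCU05460 was fixed as suz-12 from general knowledge of the organism. Neither the count table nor the RefSeq table gives it that name.

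Groups, tests, the gene rule and most alternatives were fixed before the data were examined. The alternatives were other scalings, filters on low counts, DESeq2 1.42.0, limma-voom, estimation that was not robust, a replicate block, leaving out the 20 most abundant genes or each library in turn, and other thresholds and distances. Halving the counts and thinning them to the smallest library were added after the data were seen. Corrections for GC content were not run, since gene sequences were not used here. The test was checked on simulated counts for 9757 genes with 200 changed genes. Of the 199 changed genes that passed the filter, 198 were called, with 10 false calls. The simulated changes were 2-fold or more, in random direction, with the same biological variation for every gene. In the data far more genes were called, mostly higher, with a median absolute log2 fold change of 0.87. The simulated rates therefore do not carry over to the data, and scaling under a large one-sided change was not simulated.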

Results

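RNA sequencing compared 2 mutant strains of the filamentous fungus Neurospora crassa, a cac-1 knockout and a cac-1 suz-12 double knockout, with 3 libraries each. The gene cac-1 encodes a subunit of chromatin assembly factor, a histone chaperone that deposits histones during replication, and suz-12 encodes a subunit of the Polycomb repressive complex, which methylates histones in facultative heterochromatin. Both strains lack cac-1, so the comparison asks how transcript levels differ when suz-12 is also removed. A wild-type strain was not analysed here.

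The libraries of the single knockout held 7989915, 25315143 and 20803776 counts in replicates 1, 2 and 3. Those of the double knockout held 25457666, 28327383 and 18993719 counts. Between 9265 and 9602 of the 9757 genes had at least 1 count per library. The most abundant gene in every library was ccg-14, with 2.71% to 5.89% of the counts. Across the 9148 genes tested, Pearson's r of log2 CPM lay between 0.980 and 0.986 for libraries of the same strain and between 0.914 and 0.943 for libraries of different strains. These correlations are across genes, which are not independent replicates. The first principal component separated the strains and held 73.4% of the variance. The library names in the labels run in consecutive numbers within each strain, so that an effect of library batch, if the strains were prepared apart, cannot be told apart from the strain.

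The deleted genes were examined first. No count fell on cac-1 (NCU04198, linkage group V, 5173238 to 5175444) in any of the 6 libraries. The floor of 3 counts corresponds to 0.351 CPM in the shallowest of them. As a count is not taken as 1 fragment, this value is not an upper limit on the level of cac-1. The locus taken as suz-12 (NCU05460, a pairing that the count table does not give, linkage group II, 1672402 to 1675780, 3 counted intervals on the minus strand) had 74, 207 and 197 counts in the single knockout and 54, 70 and 55 counts in the double knockout. Its level was 8.39 ± 0.918 CPM (SD, n = 3) in the single and 2.68 ± 0.4998 CPM (SD, n = 3) in the double knockout, which left 32.0% of the single-knockout level. The log2 fold change was -1.65 (SE 0.246, edgeR adjusted p = 8.20e-05). The locus was lower in every double-knockout library than in every single-knockout library, but reads remained in each.

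The list of chromatin genes contained 7 genes whose names the table gives, of which 6 could be tested besides the deleted cac-1. One of them, cac-3 (NCU06679, linkage group V, 4250021 to 4251431), was called, both over all genes tested and adjusted over the list alone, where the count was also 1. It fell from 21.99 ± 1.14 CPM to 12.3 ± 0.0811 CPM (SD, n = 3 each) and was lower in all 3 double-knockout libraries than in any single-knockout library. Its log2 fold change was -0.84 (SE 0.163), with an edgeR adjusted p of 0.00100 over all genes and 5.37e-04 over the list. The methyltransferase gene dim-2 (NCU02247) fell by 0.48 on the log2 scale, which did not pass the threshold (edgeR adjusted p = 0.100). Scaling to library totals (edgeR adjusted p = 0.0270) and leaving out single-knockout replicate 3 (edgeR adjusted p = 0.0462) moved dim-2 past it. Over its alternatives the adjusted p ran from 0.0270 to 0.310. The genes cac-2, set-7, dim-5 and hpo changed by -0.10, 0.20, -0.016 and -0.039 on the log2 scale, each less than its standard error, and none was called. The sign of the last 3 changed under some alternatives. The change of set-7 stood at -0.011 on library totals, where the median of all genes lay at -0.20.

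**Figure D1:**
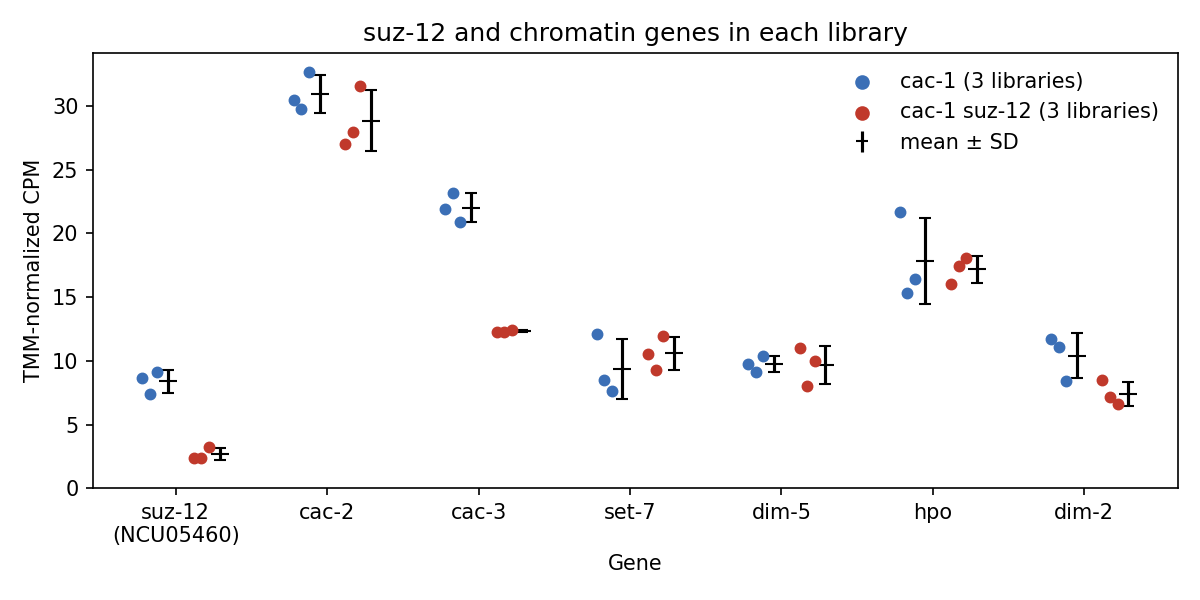
TMM-normalized CPM of the suz-12 locus and 6 chromatin genes (x axis) in each of the 3 single-knockout and 3 double-knockout libraries; points are libraries and bars are mean ± SD. The suz-12 locus fell from 8.39 to 2.68 CPM and cac-3 from 21.99 to 12.3 CPM, while the libraries of cac-2, set-7, dim-5 and hpo overlapped between strains.

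Of the 9148 genes tested, 2569 (28.1%) passed an edgeR adjusted p of 0.05. Of these, 1476 were higher and 1093 lower in the double knockout, so that 57.5% of calls were higher. With a change of 2-fold or more, 774 genes were higher and 264 lower, or 74.6% higher. With a change of 8-fold or more, 151 were higher and 6 lower. The balance of directions depended on the scaling. On library totals without TMM, where the median of all genes lay at -0.20 on the log2 scale, 1038 genes were higher and 1861 lower, and with upper-quartile scaling 48.0% of calls were higher. Among changes of 2-fold or more on library totals, 609 were higher and 487 lower. Single libraries moved the calls in both directions. Without double-knockout replicate 1, 1132 genes were higher and 650 lower, and without replicate 3, 1129 and 695. Without replicate 2 the numbers were 1535 and 1139. Lower calls were also fewer without single-knockout replicate 1 (764) or 2 (821), and were 1119 without replicate 3. In the double knockout the 20 most abundant genes took 26.7% to 33.5% of the counts, against 23.4% to 27.3% in the single knockout.

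**Figure D2:**
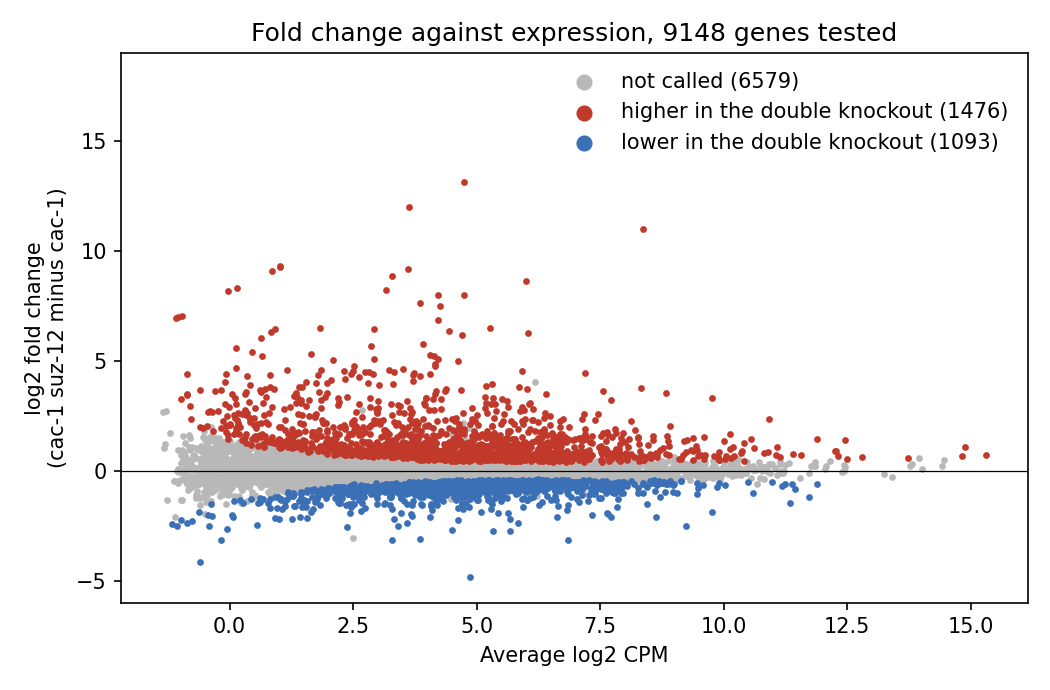
Fitted log2 fold change of the double against the single knockout (y axis) against average log2 CPM (x axis), with one point per gene tested. Red points are the 1476 genes called higher and blue points the 1093 called lower, and the rises extend further from 0 than the falls.

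By fitted fold change, the 5 largest rises among called genes above an average log2 CPM of 2 were found at matA-1, NCU09966, NCU07152, NCU07151 and NCU07599. For genes at the floor this ranking depends on the method. With limma-voom NCU07599 changed by 8.54 on the log2 scale, less than NCU07150 at 8.69. The gene matA-1 (NCU01958, linkage group I, 1860834 to 1861834) belongs to the mat A mating-type locus and had 0 counts in all 3 single-knockout libraries. It had 1193, 1387 and 1000 counts in the double knockout, or 53.2 ± 5.90 CPM (SD, n = 3), which is at least 151-fold higher (edgeR adjusted p = 2.91e-11). The other mat A genes, matA-2 and matA-3, had 0 counts in the single knockout too, so the libraries of the strains differed at this locus as well as at suz-12. NCU09966 (linkage group V, 6064588 to 6066000) also had 0 counts in the single knockout and reached 24.2 ± 1.27 CPM (SD, n = 3) in the double knockout, at least 68.8-fold higher. NCU07151 (linkage group V, 6412876 to 6413555) was at least 67.3-fold higher and NCU07599 (linkage group IV, 198403 to 199260) at least 53.9-fold higher. These bounds are set by the depth of single-knockout replicate 1. Without it they were 383-fold for matA-1, 174-fold for NCU09966, 170-fold for NCU07151 and 136-fold for NCU07599. In single-knockout replicates 1, 2 and 3, NCU07151 had 0, 0 and 2 counts and NCU07599 had 2, 0 and 0. For NCU07599 the larger bound thus also leaves out the only single-knockout library with counts. For NCU07152 (linkage group V, 6411400 to 6412219), 4, 4 and 10 counts in the single knockout stood against 16454, 15155 and 12151 in the double knockout. Its level rose from 0.358 ± 0.187 to 656 ± 119 CPM (SD, n = 3 each), a log2 fold change of 10.999 (SE 0.328, edgeR adjusted p = 2.19e-12).

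The next genes by p-value were NCU07150 (linkage group V, 6414593 to 6416401), NCU08630 (linkage group I, 9650180 to 9651390) and NCU05107 (linkage group VI, 3721795 to 3722380). Their log2 fold changes were 8.63, 6.16 and 7.97, and their levels in the double knockout were 127 ± 5.87, 50.4 ± 4.995 and 52.6 ± 6.13 CPM (SD, n = 3 each). In the single knockout NCU05107 stood at 0.164 CPM, or 0.107 CPM without replicate 3.

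The 5 largest falls were smaller than the largest rises. NCU11340 (linkage group II, 1872466 to 1873199) fell from 56.4 ± 8.62 to 1.97 ± 0.505 CPM (SD, n = 3 each), a log2 fold change of -4.84 (SE 0.223, edgeR adjusted p = 1.30e-10). NCU04282 (linkage group V, 5488857 to 5489221) and NCU16445 (linkage group I, 7648543 to 7648932) changed by -3.14 and -3.12 on the log2 scale, with edgeR adjusted p-values of 1.45e-08 and 5.47e-08. The remaining falls rested partly on single libraries. NCU05627 (linkage group VI, 1276091 to 1277956) changed by -3.17 (SE 0.635, edgeR adjusted p = 0.0207). Its mean in the single knockout was 208 ± 158 CPM (SD, n = 3) and 118 CPM without replicate 2. Without that library the change was smaller, -2.35 on the log2 scale, but still called (edgeR adjusted p = 2.54e-07). NCU05627 passed the threshold no longer when any 1 double-knockout library was left out, with an edgeR adjusted p from 0.0663 to 0.0706. NCU08413 (linkage group II, 3978192 to 3978994) changed by -2.73 (SE 0.484, edgeR adjusted p = 0.00818). Its single-knockout mean was 71.0 ± 47.1 CPM (SD, n = 3), or 43.9 CPM without replicate 1. Without that replicate the change was -2.05 on the log2 scale and still called (edgeR adjusted p = 3.22e-06). By the rule that chose them, the libraries of the strains did not overlap for any of the 5 rises and 5 falls. None of the genes named in these paragraphs overlapped another gene of the table. Reads shared with near-identical copies elsewhere in the genome were not examined.

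Called genes at the floor in the single knockout numbered 23. The number at the floor in the double knockout was 0, also at an unadjusted p under 0.05. In the single knockout it was 38, 47 and 41 without single-knockout replicates 1, 2 and 3, since a floor over fewer libraries is easier to meet. In the double knockout it was 3 without double-knockout replicate 1 or 2 and 1 without replicate 3, and 1 without single-knockout replicate 2.

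Facultative heterochromatin in this fungus lies largely near chromosome ends, and the position of the changed genes was therefore compared. Of the 9148 genes tested, 701 lay within 200 kb of an end. Their median log2 fold change was 0.35, against -0.023 for the other 8447 genes. The camera p was 1.64e-10. The shift also passed 0.05 with fry (p = 5.83e-06) and with an estimated correlation (p = 8.43e-04). Higher calls made up 267 of the genes near ends (38.1%) and 1209 of the others (14.3%), an odds ratio of 3.68 (95% interval 3.11 to 4.35, Fisher's exact test, p = 6.58e-49, Benjamini-Hochberg adjusted over the 2 directions 1.32e-48). Lower calls made up 31 of the genes near ends (4.42%) and 1062 of the others (12.6%), an odds ratio of 0.32 (95% interval 0.22 to 0.46, Fisher's exact test, p = 1.70e-12, adjusted 1.70e-12). Fisher's test treats genes as independent, which neighbouring genes are not. Among the alternatives the median difference moved most at 100 kb from an end, where it was 0.54 against 0.37 for 200 kb, and the p-value rose most with the estimated correlation.

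**Figure D3:**
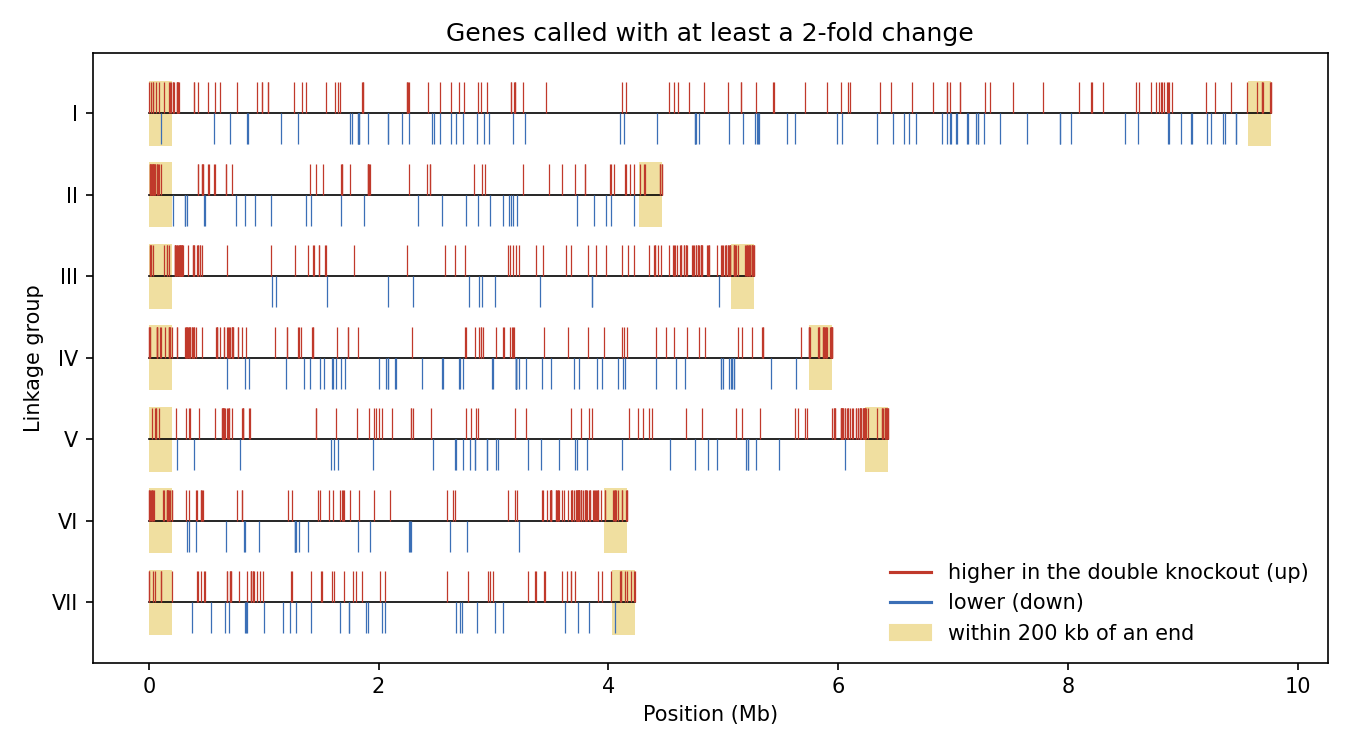
Position in Mb (x axis) on the 7 linkage groups (y axis) of genes called with a change of 2-fold or more; red ticks upward are the 774 higher genes except 14 on the mitochondrial genome, blue ticks downward the 264 lower genes, and shading marks 200 kb at each end. Of the tested genes in the shaded regions, 25.1% were higher by 2-fold or more, against 7.08% elsewhere.

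Calls of the same direction were also adjacent along the chromosomes more often than permuted calls. Both members were called higher in 527 adjacent pairs, against a mean of 243 after permutation within chromosomes, a ratio of 2.17. Both were called lower in 225 pairs, against 133, a ratio of 1.69. Each permutation p was 1e-04, the smallest that 10000 permutations can give.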

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

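The direction of the suz-12 locus and its call held in every alternative run, with log2 fold changes from -1.85 on library totals to -1.26 on thinned counts, and from -1.80 to -1.57 across the 6 fits that each left out one library. The shift of genes near chromosome ends kept its direction and passed 0.05 in every alternative, with a median difference from 0.32 (at least 10 counts in every library) to 0.54 (100 kb). The odds ratio for higher calls near ends ran from 3.45 to 5.04 and that for lower calls from 0.089 to 0.37 with all libraries, and from 3.36 to 4.15 and from 0.27 to 0.39 across the fits that each left out one library. With all libraries the ratios of adjacent pairs ran from 1.94 to 4.23 for higher calls and from 1.52 to 3.67 for lower calls, with the highest values for calls of 2-fold or more. With one library left out they ran from 2.09 to 2.76 and from 1.50 to 2.25.

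The number of genes past the threshold lay between 2011 and 3009 under the other alternatives at an adjusted p of 0.05, and at 0.01 it was 1526. Leaving out each library in turn gave 1782 to 2674 genes, of which 650 to 1139 were lower, against 1093 with all libraries. The lowest value for lower genes came without double-knockout replicate 1, and without replicate 3 it was 695. These fits have fewer samples. Of the 2569 genes called, 68.0% were also called without double-knockout replicate 1, and 73.4% with all libraries thinned to the smallest. Depth therefore limits the number of calls.

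The balance of directions depended on the scaling. The share of higher calls was 57.5% with TMM, 48.0% with upper-quartile scaling, 35.8% on library totals, 55.5% with DESeq2 and 59.7% on thinned counts. It ran from 56.0% to 63.5% across the fits that each left out one library. On library totals 1861 genes were lower, and 487 were lower by 2-fold or more. That scaling moved the median of all genes to -0.20, so its lower calls count changes relative to a shifted centre.

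Counts of called genes at the floor followed the definition. In the single knockout they were 48 with no filter, 38 with halved counts and 83 at a floor of 10 counts, and 0 where 10 counts were required in every library, which is so by construction. They ran from 25 to 47 (without single-knockout replicate 2) when one library was left out. In the double knockout they were 2 with no filter, 2 on thinned counts and 13 at a floor of 10 counts, and from 0 to 3 when one library was left out. The highest correlation between strains was 0.955 with no filter, and the lowest within a strain was 0.972 with a prior count of 0.5.

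Of 334 values for the other named genes under the alternatives, 321 kept direction and side of the threshold, 3 were weaker, 2 stronger and 8 reversed. The reversed values belong to genes that were not called. For set-7 the value was -0.011 on library totals, a scaling that moved the median of all genes to -0.20, so this reversal follows the scaling. For dim-5 it was 0.00401 with at least 10 counts in every library, 0.27 on thinned counts, and from -0.12 to 0.11 across the 6 fits that each left out one library, above 0 without single-knockout replicate 3 or double-knockout replicate 2. For hpo it was 0.00871 with limma-voom, and from -0.14 to 0.11 across those fits, above 0 without single-knockout replicate 1 or double-knockout replicate 1. The cause was not tested for dim-5 and hpo.

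The replicate block gave 3009 genes, of which 1683 were higher and 1326 lower, and 2547 of the 2569 calls were shared. The deviations of samples with the same number correlated at -0.015, 0.097 and 0.17. Samples with different numbers were not compared in this way, so whether a shared number marks shared handling stays open. Corrections for GC content, alone or with the block, were not run because gene sequences were not used here.

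Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave as many genes past the threshold as the real one, which was the real split itself, and the other 9 splits gave 0 genes (53 to 434 at an unadjusted p under 0.05). The same was true of genes with a change of 2-fold or more, and 1 split, the real one, gave a camera p as small for the genes near ends. The other 9 splits gave a camera p from 4.36e-05 to 0.00266, each also under 0.05. Each of them divides the strains unequally, 2 libraries against 1. Part of the strain difference then stays between the groups, and part adds to the spread within them. Neither the 0 genes nor these p-values therefore show what chance alone gives. With 10 splits the share cannot fall under 0.1.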

Other observations

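Of the tests below, those on even counts, on RNA of a strain with cac-1 intact and on sequence absent from the single knockout were chosen after the result was seen.

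The strains differed at the mat locus. In the single knockout, matA-1, matA-2 and matA-3 had 0 counts in all 3 libraries, of 7989915, 25315143 and 20803776 counts. In the double knockout matA-1 had 1000 to 1387 counts per library, matA-2 had 6 to 10 and matA-3 had 8 to 32. A candidate explanation is that the single knockout carries the other mating type, whose sequence replaces the mat A genes. The test was a pair of pheromone genes, with ccg-4 foreseen higher in a mat A strain and mfa-1 higher in a mat a strain. The first came out that way: ccg-4 rose by 4.14 on the log2 scale (SE 0.339, edgeR adjusted p = 1.11e-07), although another gene on the same strand overlaps it. The second did not: mfa-1 changed by -0.20 (SE 0.219, edgeR adjusted p = 0.537), counted over only 75 bp. The pair leaves the explanation open. A background difference linked to the locus was tested by the calls around it: 24 of 98 other genes within 200 kb of the mat genes were called (24.5%), against 28.0% of the remaining genes, an odds ratio of 0.83 (95% interval 0.50 to 1.34, Fisher's exact test, p = 0.498). No excess was found over this window, but the interval does not exclude one. Of the 4 nearest genes, chosen after their values were seen, 3 were called. NCU01961 changed by 2.24 on the log2 scale (edgeR adjusted p = 1.17e-07), NCU01957 by 1.02 (edgeR adjusted p = 0.0193), eat-5 by -0.41 (edgeR adjusted p = 0.0437) and eat-2, which was not called, by -0.032 (edgeR adjusted p = 0.899). With one library left out, NCU01961 passed the threshold in all 6 fits and eat-5 in 0 (edgeR adjusted p from 0.0750 to 0.110, each unadjusted p under 0.05). NCU01957 did not pass without single-knockout replicate 1 or 2 (edgeR adjusted p = 0.0537 and 0.0774) or double-knockout replicate 3, where its change was 0.52 (edgeR adjusted p = 0.139, within a range from 0.00759 to 0.139). A difference in strain background, near the locus or elsewhere in the genome, stays open, and with it the share of the changes that belongs to suz-12.

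Reads remained on the suz-12 locus in all double-knockout libraries, at 32.0% of the single-knockout level. RNA of a single-knockout culture mixed into these libraries would bring every transcript of that culture at the same share. Against this, 4 genes fell further than the lower 95% bound of the suz-12 change, -2.13 on the log2 scale (edgeR glmTreat, adjusted p under 0.05). They were NCU11340, NCU04282, NCU16445 and NCU05852, of which NCU11340 kept 3.49% of its level. NCU05852 was outside the naming rule and was chosen after its values were seen. RNA of a strain with both genes intact stays open. The double-knockout libraries had 0 counts on cac-1, but its level in such a strain was not analysed here. An annotated gene overlapping the locus was not found: 0 other genes of the table overlap it, and 0 other genes of the RefSeq table. Reads from a neighbour's transcript that runs past its annotated end, from a part of the locus left in place by the deletion, or misplaced by the aligner stay open, since counts per gene do not show where reads lie.

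The excess of higher calls near chromosome ends was set against the expression of those genes. Genes near ends had a lower median expression (average log2 CPM 3.94 against 4.38). Within 10 strata of this average the odds ratio was 3.78 (95% interval 3.20 to 4.46), so expression averaged over both strains does not account for the excess. The average includes the double knockout, where the called genes had risen. Strata of the single-knockout level were not run, so a low level in that strain stays open as an explanation. Shorter genes near ends are not an explanation either, since the median counted length was 1311 bp near ends and 1320 bp elsewhere. With lengths so alike, strata of length left the odds ratio at 3.68 and add nothing to this. GC content was not tested. Sequence differences between the strains near chromosome ends might also lower read mapping in the single knockout. Of the 1476 higher calls genome-wide, 1453 had more than 3 counts in some single-knockout library and 1241 had more than 10 counts in all 3 of them. This argues against absence of the sequence for most of the higher calls, although reads misplaced from near-identical copies were not examined. With 10 counts or fewer in all 3 libraries there were 83 higher calls, and with 3 or fewer 23. For those 23, silence, absence or divergence of the sequence cannot be told apart from gene counts. Partial loss of mapping through divergence was not tested. Release of genes from repression after loss of suz-12 remains an open hypothesis.

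Adjacent genes called higher together were not only a feature of the outer 200 kb of chromosomes. Higher calls also made up 37.5% of the genes within 300 kb of an end, against 13.4% of the others. Pairs were not tested with a wider cut, so wider end regions stay open as their place. Among genes farther than 200 kb from the ends the ratio of observed to permuted pairs was 2.14, and among pairs more than 2 kb apart it was 2.34, each with a permutation p of 1e-04, the smallest possible. Reads running from one gene into the next would favour close pairs, but the ratio was no lower for the wider pairs than for all pairs (2.17). Gaps were measured between counted spans, which leave out untranslated regions. Transcripts running on for more than 2 kb were not examined, so such reads stay open for some pairs. Joint regulation of neighbours and blocks of differing strain background stay open. The longest uninterrupted run of tested genes that rose by 2-fold or more held 14 genes over 73.4 kb on linkage group IV (318351 to 391739). A run of 10 genes over 25.8 kb reached the outermost annotated gene of linkage group V (6410103 to 6435860) and contained NCU07150, NCU07151 and NCU07152. The longest run of genes that fell by 2-fold or more held 5. The runs were chosen after their values were seen.

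Transcripts of the mitochondrial genome were higher in the double knockout. Of 26 mitochondrial genes tested, 14 were called higher and 0 lower (18 and 0 at an unadjusted p under 0.05), and the median log2 fold change of the set was 1.75. The changes were uneven. The most abundant genes of the set, NCU16017 and NCU16005, changed by 0.70 (SE 0.343) and 0.54 (SE 0.255) and were not called. NCU16028 changed by 2.59 (SE 0.287). Mitochondrial counts made up 0.0955%, 0.129% and 0.0690% of the single-knockout libraries and 0.206%, 0.171% and 0.299% of the double-knockout libraries. The camera p was 3.31e-10 at the preset correlation and the fry p was 0.0123, but with an estimated correlation the camera p was 0.192, so the call depends on how far these genes vary together. More respiratory complex in general was tested with the 29 nuclear nuo genes, whose names mark complex I subunits. Their median log2 fold change was -0.042, and 0 were called in either direction (1 higher and 2 lower at an unadjusted p under 0.05), which argues against it. A difference in how much mitochondrial RNA passed library preparation was not tested and may follow the batch, which the design confounds with the strain. A difference that belongs to the strains also stays open, untested.

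Low counts were mostly even: from 75.1% to 83.4% of values from 1 to 20 per library, and 80.9% over all libraries. This is consistent with both mates of a read pair having been counted as separate reads. Counts halved to read pairs gave 2567 genes past the threshold, against 2569, with 2522 shared. If so, a floor of 3 counts stands for fewer than 2 read pairs. A floor of 3 read pairs would be higher in CPM, and the fold-change bounds set by it would be smaller.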
